A study of Arabidopsis thaliana with 30 samples. Its data were reported in "MicroRNA156 conditions auxin sensitivity to enable growth plasticity in response to environmental changes in Arabidopsis" (2023).

How the data were processed

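The data comprised 30 libraries from whole 4-d-old seedlings of 5 genotypes at 2 temperatures, with 3 libraries per group. Seeds had been stratified for 5 d at 4 °C, seedlings were grown in continuous red light of 50 µmol for 2 d at 21 °C and 2 d at 21 or 27 °C, and they were collected at 96 h. Poly(A) RNA was sequenced in paired-end mode. Per the labels, the authors mapped reads with STAR 2.7.7a, counted them over Araport11 genes with featureCounts 2.0.1 and tested them with DESeq2 1.35.0, at a fold of 2 and p of 0.01. The strandedness of the counting is not given in the sources used here.

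The table deposited by the authors is named as FPKM, and the tests were designed on that assumption. Its values proved to be CPM, as deposited by the authors, because each library summed to between 999904.2 and 999960.4 and its low values were whole multiples of 1 step. That step, taken as 1 read, was 0.0369 to 0.0543 CPM depending on the library. Dividing by it gave whole reads for 100% of values at a tolerance of 0.001, with totals of 18.4 to 27.1 M reads. Of the genes in the table, 25076 were matched to names of the TAIR10.1 annotation and 224 were not. The table held 128 chloroplast and 96 mitochondrial genes.

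Genes with at least 1 CPM in at least 3 libraries were kept, which left 21780. The main test was limma 3.58.1 with trend and robust options on log2(CPM + 0.5), with 1 mean per group in a single fit of all 30 libraries. A gene was called at a Benjamini-Hochberg adjusted p under 0.05, and all p-values in the report are from this limma fit or from set tests on it. There were 18 contrasts: warmth in each genotype, each mutant or transgenic line against Col-0 at each temperature, dcl1-24/hyl1-2 against hyl1-2 at 27 °C, and 4 interactions of genotype and temperature. Set tests used camera with a preset correlation of 0.01 and, as an alternative, an estimated correlation. They covered 27 gene lists, adjusted over the lists of a contrast. The lists held 470 genes, of which 41 were not in the table, 30 of these being MIRNA genes.

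The lists were fixed from textbook knowledge before the table was opened. They were the miR156-targeted SPL genes, SPL genes without a miR156 site, targets of other miRNAs, auxin receptors and ARFs, the miRNA pathway, MIRNA primary transcripts and TAS genes, SAUR, Aux/IAA, GH3, auxin biosynthesis, auxin transport, and shade and PIF-associated growth regulators. The others were brassinosteroid, expansin and xyloglucan endotransglucosylase, heat, hypoxia, water deficit, photosynthesis, flavonoid, salicylic acid, jasmonate, clock, phase change, cell division, seed storage, root hair and stomatal lineage genes.

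Named genes were chosen by a rule fixed beforehand. It took genes that the genotypes or the study text name, whether called or not, up to 4 called members per list with the largest change and no overlap between the groups, and the 5 largest rises and falls at a mean of at least 5 CPM in the higher group. For interactions the overlap condition was dropped. Relative log2 changes are the fitted change minus that of the median gene of the comparison, and the standard error is that of the fit. A floor of 3 reads corresponds to 0.111 to 0.163 CPM in these libraries.

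Alternatives were pseudocounts of 0.1 and 2, no filter and a filter of 5 CPM, median-of-ratios scaling, a fit of the compared groups only, replicate number as a block, limma without trend and robust options, edgeR 4.0.16 and DESeq2 1.42.0 on the whole reads, and leaving out each library in turn. With edgeR, 3949 genes were called for warmth in Col-0, and with DESeq2 4320. Chosen after seeing the data were 3 more: totals over nuclear genes without the 50 of highest mean CPM, leaving out replicate 3 of Col-0, dcl1-24/hyl1-2 and MIM156 at 21 °C, doubted on inspection, and a root hair score as a covariate. Replicates with the same number were treated as possibly paired where every correlation of their residuals was above 0.1. In that case the blocked count is given where it moved by more than 1.5 times.

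The procedure was tested on simulated data. Reads were drawn at the real means, totals and spread of the genes, with some genes changed in 1 group. The Col-0 warm comparison recovered 31.3% of changes of 1.5-fold, 58.2% of 2-fold and 87.9% of 4-fold, with 4 false calls of 122. The pif457 interaction recovered 4.5%, 34.3% and 68.2%, with 2 false of 73. The variance between replicates exceeded that of counting by 6.4 to 83.4 times. Groups of 3 were too small for an outlier test.

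Of 21616 placed tested genes, 7085 (32.8%) overlap another tested gene, so that reads may have been assigned to either. Counts of MRD1, SPL3 and F3H were nearly identical to those of an overlapping gene and are uncertain in that respect. HYL1 averaged 8.46 CPM beside an overlapping gene at 179 CPM. Likewise RPB5E averaged 5.68 CPM beside 223, ProT3 6.03 beside 64.5 and MYB65 5.03 beside 42.8. TAS1C averaged 6.92 CPM beside 45.9, SPL5 0.936 beside 20.2 and FLC 14.3 beside 13. Near-identical copies such as SAUR19 to SAUR24, SPL13A and its duplicate, and the RBCS and LHCB genes share reads as well. Small RNA libraries were not analysed here. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and R 4.3.3.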

Results

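Transcript abundance was measured by poly(A) RNA sequencing of whole 4-d-old Arabidopsis seedlings kept in continuous red light, first for 2 d at 21 °C and then for 2 d at either 21 or 27 °C. The groups were wild-type Col-0, the triple mutant of PIF4, PIF5 and PIF7 (pif457), hyl1-2, the suppressor line dcl1-24/hyl1-2, and MIM156, which expresses a target mimic of miR156. Each of the 10 groups had 3 libraries, and the 30 libraries held 18.4 to 27.1 M counted reads. Of the genes in the table, 21780 passed the filter and were tested. The comparisons asked what warmth changed in each genotype, what each genotype changed at each temperature, what the suppressor allele changed in hyl1-2, and where the warm response itself differed from that of Col-0.

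Gene values are log2 changes minus that of the comparison's median gene, ± standard error (n = 3 per group). Their padj, the p adjusted over all tested genes, tests the change before that subtraction. Group levels are means ± standard deviation in CPM. Genes are said to rise or fall only where they were called both with the deposited totals and after median-of-ratios scaling, because the median gene itself moved in several comparisons. Counts for a gene list are those called over all genes, followed by those adjusted over the list alone. The study states 3 biological replicates, all from 1 experiment as far as the labels tell, so each p-value measures the spread among those libraries alone. Main tests, gene lists and most alternatives were chosen before the data were examined, and 3 alternatives and some closing tests afterwards. In MIM156 the transcript of IPS1 (AT3G09922), the backbone of plant target mimics, took 4.43 ± 1.23% of reads at 21 °C and 4.57 ± 0.58% at 27 °C, and it was close to 0 elsewhere. The share of reads on chloroplast genes ranged from 0.24 ± 0.10% in pif457 at 27 °C to 8.58 ± 4.02% in hyl1-2 at 21 °C.

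In Col-0, 2 d at 27 °C were marked by heat shock protein, auxin and cell wall transcripts. The chaperone gene HSP70-4 (AT3G12580) rose from 17.1 ± 1.59 to 264 ± 42.1 CPM (3.62 ± 0.20, padj = 6.97e-14). The heat-inducible chaperone HSP90.1 (AT5G52640) rose as well (3.24 ± 0.25, padj = 1.65e-10), as did HSP17.6C (AT1G53540), a small heat shock protein (2.55 ± 0.31, padj = 1.29e-07). The wall-remodelling xyloglucan endotransglucosylase XTH17 (AT1G65310) rose from 11.2 ± 7.07 to 124 ± 10.2 CPM (3.31 ± 0.57, padj = 0.000102). Auxin-induced genes rose with them, namely the Aux/IAA repressors IAA19 (AT3G15540) (2.79 ± 0.30, padj = 2.46e-08) and IAA29 (AT4G32280) (2.27 ± 0.29, padj = 2.59e-07). So did the growth-promoting SAUR19 (AT5G18010) (2.47 ± 0.30, padj = 1.3e-07) and SAUR22 (AT5G18050) (2.01 ± 0.32, padj = 6.43e-06) and the auxin synthesis gene YUC8 (AT4G28720) (1.77 ± 0.23, padj = 2.09e-07). PIF4 (AT2G43010), a bHLH factor of warm-induced growth, rose from 27.7 ± 11 to 93.4 ± 17 CPM (1.52 ± 0.23, padj = 2.03e-06). The storage protein gene VSP2 (AT5G24770), a jasmonate marker, also rose (2.31 ± 0.31, padj = 6.64e-07). Falling genes included OEP6 (AT3G63160), of the chloroplast outer envelope (−2.27 ± 0.18, padj = 6.82e-09), and the flavonol and chalcone synthases FLS1 (AT5G08640) (−2.33 ± 0.35, padj = 0.000115) and CHS (AT5G13930) (−1.80 ± 0.33, padj = 0.00146). The Rubisco small subunit gene RBCS1B (AT5G38430) (−1.51 ± 0.15, padj = 8.8e-07) and the clock gene LHY (AT1G01060) (−1.28 ± 0.20, padj = 0.000506) fell as well. Of the miR156-targeted genes only SPL11 (AT1G27360) fell (−0.91 ± 0.21, padj = 0.0211). SPL3 (AT2G33810) (0.55 ± 0.28, padj = 0.0286), SPL9 (AT2G42200) (0.46 ± 0.21, padj = 0.0106) and PIF5 (AT3G59060) (0.47 ± 0.18, padj = 0.00286) were called with the deposited totals and not after scaling.

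With the deposited totals, 6466 genes were called in this comparison, 5458 higher and 1008 lower, and the median gene moved by 0.27. Median-of-ratios scaling gave 1860 higher and 2108 lower, so that the split between directions depended on the scaling, and edgeR called 3949. By list, the heat response (19 of 20 higher and 0 lower, 19 and 0 over the list alone) moved up (adjusted p = 1.09e-12). So did the Aux/IAA list (15 of 25 higher and 0 lower, 16 and 0 over the list alone; adjusted p = 2.47e-05) and the expansins and xyloglucan endotransglucosylases (10 of 16 higher and 0 lower, 11 and 0 over the list alone; adjusted p = 0.000469). These 3 set calls also held with an estimated correlation, and 7 others did not. Higher were the SAUR list (20 of 28 higher and 0 lower, 24 and 1 over the list alone; adjusted p = 8.52e-05, adjusted p = 0.25 with an estimated correlation) and the shade and PIF-associated growth regulators (adjusted p = 0.000184, adjusted p = 0.0736 with an estimated correlation). Also higher were brassinosteroid genes (adjusted p = 0.00294, adjusted p = 0.25 with an estimated correlation) and water deficit, cold and ABA genes (adjusted p = 0.00768, adjusted p = 0.386 with an estimated correlation). Photosynthesis and chlorophyll genes were lower (2 of 26 higher and 8 lower, 2 and 10 over the list alone; adjusted p = 7.31e-06, adjusted p = 0.25 with an estimated correlation), and so were flavonoid and anthocyanin genes (0 of 11 higher and 4 lower, 0 and 4 over the list alone; adjusted p = 2.52e-05, adjusted p = 0.107 with an estimated correlation). Lower too were stomatal lineage genes (adjusted p = 0.0315, adjusted p = 0.25 with an estimated correlation). Auxin transport genes were not called (adjusted p = 0.0529), but with replicate number as a block they were (adjusted p = 0.0317). The deviations of equally numbered replicates correlated at 0.14 to 0.17. Of 10 splits of the 6 libraries into groups of 3, too few for a share under 0.05, the real one gave 6466 genes and the highest other 0.

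The other lists were not called in Col-0. The set tests gave adjusted p = 0.841 for the miR156-targeted SPL genes, with a median of 0.00, and adjusted p = 0.292 for the SPL genes without a miR156 site. The value was adjusted p = 0.573 for targets of other miRNAs, adjusted p = 0.129 for the miRNA pathway and adjusted p = 0.247 for the MIRNA primary transcripts and TAS genes. They gave adjusted p = 0.605 for auxin receptors and ARFs, whose median of −0.10 had the opposite sign to the test, and adjusted p = 0.0861 for GH3 genes. Auxin biosynthesis had adjusted p = 0.889, and its median of −0.14 differed in sign from its mean of 0.16. No shift was called for the hypoxia response (adjusted p = 0.841) and salicylic acid and immune response (adjusted p = 0.773). Jasmonate response (adjusted p = 0.247), circadian clock (adjusted p = 0.506) and phase change and flowering lists (adjusted p = 0.605) gave none either. The same held for cell division (adjusted p = 0.611), seed storage and late embryogenesis (adjusted p = 0.429) and root hair and root epidermis (adjusted p = 0.129).

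**Figure D1:**
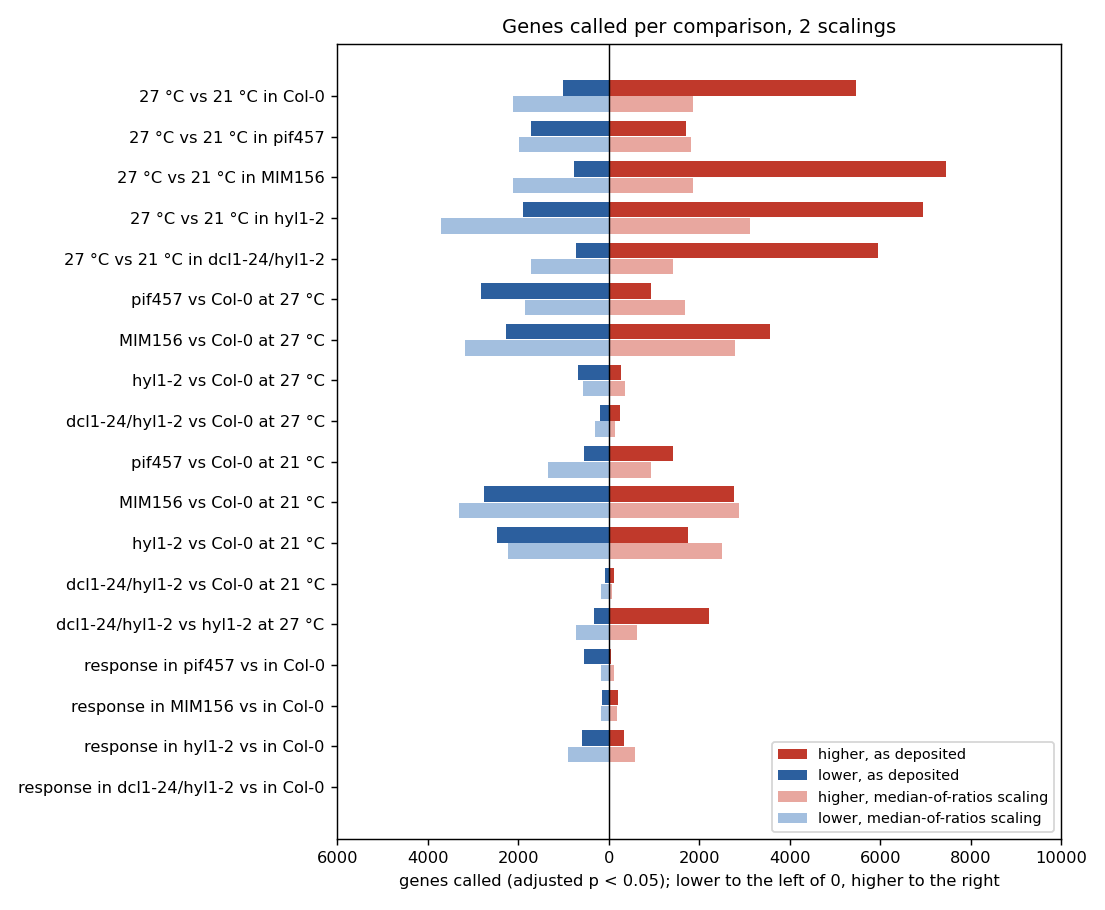
Genes called in each comparison, lower to the left of 0 and higher to the right, with the deposited totals and after median-of-ratios scaling (limma, n = 3 libraries per group).

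In pif457, the question was what warmth changed without PIF4, PIF5 and PIF7. The heat shock genes HSP70-4 (3.2 ± 0.20, padj = 5.89e-12) and HSP90.1 (2.79 ± 0.25, padj = 8e-09) rose. So did CIPK20 (AT5G45820), a protein kinase gene (3.09 ± 0.25, padj = 1.5e-09). The light-harvesting gene LHCB2.2 (AT2G05070) rose from 1014 ± 210 to 3474 ± 246 CPM (1.79 ± 0.21, padj = 1.16e-06). The clock gene PRR7 (AT5G02810) rose too (2.45 ± 0.30, padj = 3.02e-06). OEP6 fell from 858 ± 31.5 to 96.5 ± 11.7 CPM (−3.16 ± 0.18, padj = 1.98e-12). With it fell CHS (−2.82 ± 0.33, padj = 2.33e-06), FLS1 (−2.70 ± 0.35, padj = 5.69e-06), and LOX2 (AT3G45140), a lipoxygenase of jasmonate synthesis (−2.14 ± 0.17, padj = 5.57e-10). Of the auxin genes that rose in Col-0, IAA19, IAA29 and SAUR19 were not called here, with values of −0.38 ± 0.30, padj = 0.453, −0.31 ± 0.29, padj = 0.556 and 0.16 ± 0.30, padj = 0.779. The remaining transcripts of PIF4 (1.97 ± 0.23, padj = 5.93e-07) and PIF5 (1.08 ± 0.18, padj = 7.86e-05) rose with warmth.

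In this comparison 3415 genes were called, 1704 higher and 1711 lower, with a median gene at 0.01, 1804 and 1989 after scaling and 2459 and 1504 with nuclear totals. The heat response (15 of 20 higher and 0 lower, 16 and 0 over the list alone; adjusted p = 9.42e-18) was higher and the flavonoid list (0 of 11 higher and 8 lower, 0 and 9 over the list alone; adjusted p = 7.86e-10) lower. Higher without holding under an estimated correlation were the SAUR list (adjusted p = 0.016, adjusted p = 0.604 with an estimated correlation) and shade and PIF-associated genes (adjusted p = 0.0129, adjusted p = 0.458 with an estimated correlation). The same held for photosynthesis and chlorophyll (adjusted p = 0.0129, adjusted p = 0.604 with an estimated correlation), the clock (adjusted p = 0.016, adjusted p = 0.513 with an estimated correlation) and seed storage genes (adjusted p = 0.0129, adjusted p = 0.593 with an estimated correlation). Leaving out replicate 1 of pif457 at 27 °C lowered the count to 2231, and the highest other of 10 splits gave 0.

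The difference between the warm responses of pif457 and Col-0 was tested directly. The response of IAA19 was smaller by the largest margin among auxin genes (−3.19 ± 0.43, padj = 1.98e-05). It was also smaller for IAA29 (−2.59 ± 0.41, padj = 0.000171), SAUR19 (−2.32 ± 0.42, padj = 0.000671) and YUC8 (−1.42 ± 0.33, padj = 0.00357), while SAUR22 was called with the deposited totals only (−1.60 ± 0.46, padj = 0.0228). Responses were also smaller for XTH17 (−3.46 ± 0.81, padj = 0.0147), PME61 (AT3G59010), a pectin methylesterase gene (−3.06 ± 0.41, padj = 1.98e-05), and WAG2 (AT3G14370), a kinase gene acting on auxin transport (−2.65 ± 0.53, padj = 0.00235). They were more positive for CIPK20 (2.49 ± 0.35, padj = 0.000531), MYBL2 (AT1G71030), a repressor of anthocyanin synthesis (2.29 ± 0.33, padj = 0.000706), and DOG1 (AT5G45830), a regulator of seed dormancy (2.09 ± 0.45, padj = 0.0219). The ferric reductase gene FRO6 (AT5G49730) (1.59 ± 0.27, padj = 0.00569) and LHCB2.2 (1.55 ± 0.30, padj = 0.018) followed.

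Of 606 genes called in this interaction, 53 were more positive and 553 more negative in pif457, with a median shift of −0.25, and scaling gave 123 and 174. Set tests that also held with an estimated correlation were photosynthesis and chlorophyll (9 of 26 higher and 0 lower, 12 and 1 over the list alone; adjusted p = 4.29e-25) and the clock (adjusted p = 1.82e-06), both more positive. Aux/IAA (adjusted p = 3.91e-05), expansins and xyloglucan endotransglucosylases (adjusted p = 0.000122) and jasmonate genes (adjusted p = 2.42e-06) were more negative and held as well. Counts were 256 with edgeR, 310 with nuclear totals, 1115 with the block and 1819 without 3 doubted libraries. Leaving out replicates 1, 2 and 3 of Col-0 at 21 °C gave 396, 260 and 1294 genes, and replicate 3 of pif457 240. At 27 °C, replicates 1 and 2 of Col-0 gave 316 and 359, and replicates 1 and 3 of pif457 346 and 344. Of 100 regroupings of the libraries within each temperature, the real one gave the largest count and the highest other gave 36.

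Set against Col-0 at 27 °C, pif457 shows what the loss of the PIFs changed in the warm. PIF5 fell to 11.4 ± 0.301 CPM from 104 ± 7.25 CPM in Col-0 (−3.00 ± 0.18, padj = 3.81e-13). PIF7 (AT5G61270) fell to 1.37 ± 0.568 from 12 ± 1.99 (−2.64 ± 0.23, padj = 2.09e-09), while PIF4 was called with the deposited totals only (−0.64 ± 0.23, padj = 0.0198). IAA29 (−3.59 ± 0.29, padj = 5.17e-10), IAA19 (−2.87 ± 0.30, padj = 4.66e-08), SAUR19 (−2.36 ± 0.30, padj = 8.66e-07) and YUC8 (−1.24 ± 0.23, padj = 9.61e-05) were lower. So were the auxin importer LAX2 (AT2G21050) (−1 ± 0.21, padj = 0.000332) and the exporter PIN3 (AT1G70940) (−0.72 ± 0.11, padj = 5.2e-06). XTH17 fell from 124 ± 10.2 to 15.1 ± 8.77 CPM (−3.07 ± 0.57, padj = 0.000498). Other falls were those of PME61 (−3.12 ± 0.29, padj = 6.74e-09), VSP2 (−2.22 ± 0.31, padj = 5.15e-06) and LOX2 (−1.72 ± 0.17, padj = 7.7e-09). Higher were CIPK20 (2.23 ± 0.25, padj = 1.03e-06), MYBL2 (1.93 ± 0.24, padj = 4.35e-06) and the clock gene PRR9 (AT2G46790) (2.04 ± 0.39, padj = 0.000829), and also SAD6 (AT1G43800), a hypoxia-responsive desaturase (2.05 ± 0.48, padj = 0.00618). Among miR156 targets SPL13A (AT5G50570) fell (−0.76 ± 0.23, padj = 0.00754), and SPL3 (0.39 ± 0.28, padj = 0.582) and SPL9 (−0.29 ± 0.21, padj = 0.181) were not called.

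Here 3756 genes were called, 921 higher and 2835 lower, with the median gene at −0.13 and 1690 and 1854 after scaling. Shade and PIF-associated genes (0 of 18 higher and 11 lower, 0 and 13 over the list alone; adjusted p = 6.64e-06), auxin transport (adjusted p = 2.34e-06), jasmonate (adjusted p = 2.9e-05) and expansins and xyloglucan endotransglucosylases (adjusted p = 0.00315) were lower in both forms of the set test. Photosynthesis and chlorophyll (9 of 26 higher and 1 lower, 13 and 1 over the list alone; adjusted p = 1.36e-08, adjusted p = 0.135 with an estimated correlation), hypoxia (adjusted p = 0.000192, adjusted p = 0.295 with an estimated correlation), the clock (adjusted p = 0.00735, adjusted p = 0.247 with an estimated correlation) and seed storage (adjusted p = 0.0107, adjusted p = 0.475 with an estimated correlation) were higher under the preset correlation only. The mean seed marker score was 0.93 ± 0.61 against 0.12 ± 0.14 in Col-0. Auxin receptors and ARFs (adjusted p = 0.000192, adjusted p = 0.0849 with an estimated correlation), brassinosteroid genes (adjusted p = 0.000192, adjusted p = 0.132 with an estimated correlation) and targets of other miRNAs (adjusted p = 0.0128, adjusted p = 0.535 with an estimated correlation) were lower in the same way. The Aux/IAA (adjusted p = 0.0677) and SAUR lists (adjusted p = 0.165) were not called as sets. With edgeR 1882 were higher and 1734 lower, and the compared groups alone gave 5694. Leaving out replicate 2 of Col-0 lowered the count to 2360, replicate 1 of Col-0 to 2484 and replicate 3 of pif457 to 2362, and the highest other of 10 splits gave 0.

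At 21 °C, the same comparison asked what the PIFs changed without warmth. PIF5 (−3.60 ± 0.18, padj = 5.79e-14), PIF7 (−3.27 ± 0.23, padj = 1.91e-10) and PIF4 (−1.09 ± 0.23, padj = 0.00871) were lower. The orphan gene QQS (AT3G30720), linked to starch content, fell from 28 ± 0.587 to 0.206 ± 0.0552 CPM (−5.47 ± 0.29, padj = 7.32e-14). LHCB2.2 was also lower (−1.09 ± 0.21, padj = 0.00559). Lower miRNA targets included the small RNA effector AGO1 (AT1G48410) (−0.69 ± 0.11, padj = 0.00145), the leaf polarity gene PHV (AT1G30490) (−0.87 ± 0.13, padj = 0.000734) and the flowering repressor SNZ (AT2G39250) (−0.90 ± 0.23, padj = 0.0299). SAD6 (2.06 ± 0.48, padj = 0.00505) and FLS1 (1.11 ± 0.35, padj = 0.0252) were higher. IAA19 (0.31 ± 0.30, padj = 0.375) and SAUR19 (−0.05 ± 0.30, padj = 0.895) were not called.

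In all, 1958 genes were called, 1415 higher and 543 lower, with the median gene at 0.13 and 929 and 1334 after scaling. Replicates with the same number correlated at 0.30 to 0.55, and with replicate number as a block the count was 2970. None of the 9 set calls held with an estimated correlation, among them photosynthesis and chlorophyll, lower (adjusted p = 0.00107, adjusted p = 0.555 with an estimated correlation), hypoxia, higher (adjusted p = 0.00182, adjusted p = 0.555 with an estimated correlation), and targets of other miRNAs, lower (adjusted p = 0.00182, adjusted p = 0.555 with an estimated correlation). The compared groups alone gave 486, and the 3 doubted libraries left out 3968. Leaving out replicate 2 of Col-0 gave 645, replicate 3 of Col-0 3043 and replicate 3 of pif457 683. The highest count among the other splits was 600.

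MIM156 against Col-0 at 27 °C asked what the sequestering of miR156 changed in the warm. All 10 tested miR156-targeted SPL genes, some of them factors of vegetative phase change, rose. SPL3 stood at 222 ± 17.1 CPM against 1.97 ± 0.424 (6.41 ± 0.28, padj = 6.27e-17). SPL9 stood at 17 ± 1.06 against 3.18 ± 0.59 (2.16 ± 0.21, padj = 2.85e-09), with SPL6 (AT1G69170) (2.1 ± 0.26, padj = 1.44e-07) and SPL10 (AT1G27370) (2.04 ± 0.16, padj = 4.67e-11) among the others. The flowering integrator SOC1 (AT2G45660) (2.29 ± 0.33, padj = 2.56e-06) and the flowering repressor FLC (AT5G10140) (1.51 ± 0.17, padj = 3.91e-08) rose. Also higher were PBS3 (AT5G13320), of salicylic acid synthesis (3.53 ± 0.28, padj = 3.66e-11), the growth factor gene GRF8 (AT4G24150), a miR396 target (2.90 ± 0.30, padj = 9.03e-09), and LHY (1.69 ± 0.20, padj = 1.2e-07). The floral repressor SNZ (−3.69 ± 0.23, padj = 6.65e-13) and its relative TOE2 (AT5G60120) (−1.31 ± 0.13, padj = 4.04e-08), both miR172 targets, fell.

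In the same seedlings PIF4 stood at 34.5 ± 0.692 CPM against 93.4 ± 17 (−1.5 ± 0.23, padj = 3.37e-05), and PIF7 fell too (−1.08 ± 0.23, padj = 0.0019). PIF5 (−0.53 ± 0.18, padj = 0.0802) and YUC8 (−0.63 ± 0.23, padj = 0.0851) were not called. IAA29 (−2.87 ± 0.29, padj = 1.99e-08), IAA19 (−2.82 ± 0.30, padj = 5.47e-08), SAUR19 (−2.19 ± 0.30, padj = 3.67e-06) and SAUR22 (−2.09 ± 0.32, padj = 2.71e-05) fell. Among wall genes XTH7 (AT4G37800) went from 792 ± 60 to 25.6 ± 1.23 CPM (−5.02 ± 0.20, padj = 6.27e-17). XTH17 fell (−4.36 ± 0.57, padj = 8.79e-06) and XTH15 (AT4G14130) rose (3.69 ± 0.33, padj = 9.88e-09). Jasmonate genes fell, namely AOS (AT5G42650), allene oxide synthase (−3.21 ± 0.14, padj = 1.86e-16), VSP2 (−3.31 ± 0.31, padj = 5.88e-09) and LOX2 (−2.63 ± 0.17, padj = 1.31e-12). PORB (AT4G27440), of chlorophyll synthesis, fell too (−1.40 ± 0.14, padj = 3.75e-08). The glucosinolate gene CYP79F1 (AT1G16410) had no reads in any MIM156 library at 27 °C against 11.3 ± 3.05 CPM in Col-0, so that only a lower bound of its fold could be given.

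In this comparison 5826 genes were called, 3554 higher and 2272 lower, with the median gene at 0.10 and 2794 and 3179 after scaling. The SPL list (10 of 10 higher and 0 lower, 10 and 0 over the list alone; adjusted p = 3.24e-12) was higher, and jasmonate (0 of 9 higher and 5 lower, 0 and 5 over the list alone; adjusted p = 8.98e-06) and the expansins and xyloglucan endotransglucosylases (adjusted p = 0.00462) lower, in both forms of the set test. SPL genes without a miR156 site were not called as a set (adjusted p = 0.111). Lower under the preset correlation only were SAUR (1 of 28 higher and 18 lower, 1 and 21 over the list alone; adjusted p = 3.94e-09, adjusted p = 0.0916 with an estimated correlation) and photosynthesis and chlorophyll (0 of 26 higher and 20 lower, 0 and 22 over the list alone; adjusted p = 1.96e-11, adjusted p = 0.0974 with an estimated correlation). Also lower in that form only were Aux/IAA (adjusted p = 0.0232, adjusted p = 0.236 with an estimated correlation), heat response (adjusted p = 0.00448, adjusted p = 0.236 with an estimated correlation) and cell division genes (adjusted p = 0.00462, adjusted p = 0.196 with an estimated correlation), and 3 other lists. Higher in that form only were the clock (adjusted p = 0.000772, adjusted p = 0.125 with an estimated correlation) and seed storage genes (adjusted p = 0.0175, adjusted p = 0.468 with an estimated correlation). The seed marker score was 1.78 ± 1.68 in MIM156. The highest other of 10 splits, too few for a share under 0.05, gave 0.

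**Figure D2:**
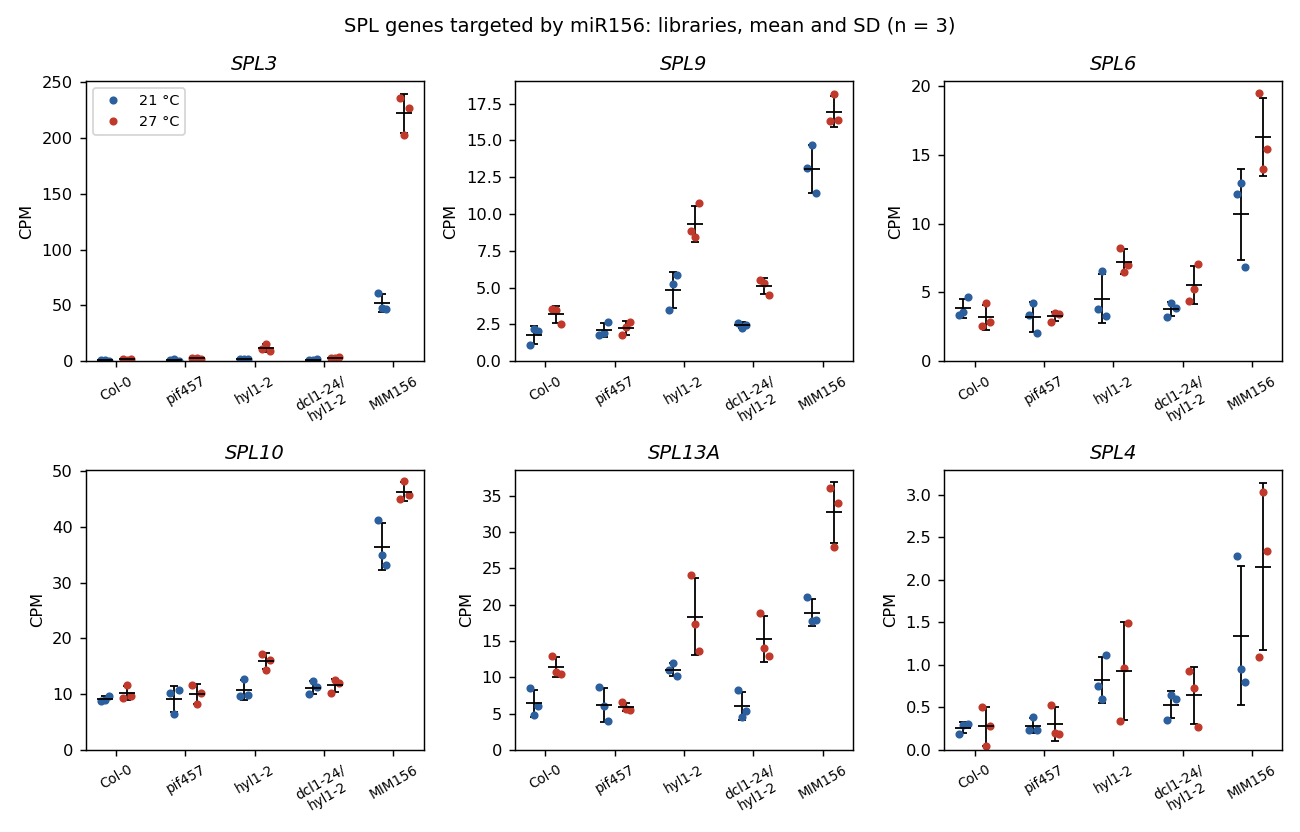
Levels of 6 miR156-targeted SPL genes in each library, with the mean and standard deviation of each group (n = 3).

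At 21 °C the miR156 targets showed the same direction. All 10 rose, with SPL3 at 51.8 ± 8.07 CPM against 0.982 ± 0.586 (5.22 ± 0.28, padj = 1.82e-14). SPL9 stood at 13.1 ± 1.63 against 1.76 ± 0.605 (2.61 ± 0.21, padj = 1.8e-10), and SPL5 (AT3G15270) followed (2.08 ± 0.33, padj = 1.97e-05). SOC1 (2.23 ± 0.33, padj = 8.33e-06), FLC (1.56 ± 0.17, padj = 7.7e-08), PBS3 (3.77 ± 0.28, padj = 1.85e-11) and XTH15 (3.51 ± 0.33, padj = 4.29e-08) rose. So did PAR1 (AT2G42870), an inhibitor of shade growth (2.53 ± 0.24, padj = 5.11e-09), and CSD2 (AT2G28190), a chloroplast superoxide dismutase targeted by miR398 (1.61 ± 0.19, padj = 2.12e-07). XTH7 (−3.83 ± 0.20, padj = 2.84e-14), SNZ (−3.31 ± 0.23, padj = 4.1e-12), AOS (−2.59 ± 0.14, padj = 2.39e-14) and SAUR62 (AT1G29430) (−1.74 ± 0.27, padj = 2.18e-05) fell, and PIF4 was not called (−0.34 ± 0.23, padj = 0.303). Of 5534 genes called, 2766 were higher and 2768 lower, with the median gene at 0.01 and 2882 and 3314 after scaling. The SPL set test held in both forms (adjusted p = 5.57e-12). SAUR (0 of 28 higher and 15 lower, 0 and 15 over the list alone; adjusted p = 0.000308, adjusted p = 0.508 with an estimated correlation), salicylic acid genes (adjusted p = 0.0402, adjusted p = 0.508 with an estimated correlation) and the clock (adjusted p = 0.0402, adjusted p = 0.508 with an estimated correlation) were called under the preset correlation only. With the compared groups only 2756 were called, and without the doubted libraries 3561 were higher and 1534 lower. The highest count among the other splits was 62.

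Warmth within MIM156 raised HSP70-4 from 8.78 ± 2.24 to 146 ± 2.03 CPM (3.66 ± 0.20, padj = 3.18e-14) and HSP90.1 (3.76 ± 0.25, padj = 5.31e-12). XTR6 (AT4G25810), a xyloglucan endotransglycosylase gene, rose with them (2.88 ± 0.37, padj = 8.89e-07). SPL3 rose further, from 51.8 ± 8.07 to 222 ± 17.1 CPM (1.74 ± 0.28, padj = 3.56e-06). The light-harvesting genes LHCB1.1 (AT1G29920) (−1.87 ± 0.30, padj = 0.000674) and LHCB1.3 (AT1G29930) (−1.58 ± 0.21, padj = 8.22e-05) fell. PORB (−1.42 ± 0.14, padj = 2.86e-06), OEP6 (−2.21 ± 0.18, padj = 3.53e-08) and CHS (−1.19 ± 0.33, padj = 0.0493) fell too. IAA29 was not called (0.17 ± 0.29, padj = 0.153), IAA19 was called with the deposited totals only (0.55 ± 0.30, padj = 0.0195), and YUC8 rose (0.80 ± 0.23, padj = 0.000366).

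Of 8226 genes called, 7454 were higher and 772 lower, with the median gene at 0.36, and scaling gave 1867 and 2123. Photosynthesis and chlorophyll genes were lower in both forms of the set test (0 of 26 higher and 23 lower, 0 and 23 over the list alone; adjusted p = 6.96e-29). Higher under the preset correlation only were the heat response (14 of 20 higher and 0 lower, 16 and 0 over the list alone; adjusted p = 5.89e-06, adjusted p = 0.119 with an estimated correlation), Aux/IAA (adjusted p = 0.0221, adjusted p = 0.285 with an estimated correlation) and the miRNA pathway (adjusted p = 0.0157, adjusted p = 0.626 with an estimated correlation). Lower in that way were flavonoid (adjusted p = 1.03e-05, adjusted p = 0.135 with an estimated correlation), cell division (adjusted p = 0.0119, adjusted p = 0.285 with an estimated correlation) and root hair genes (adjusted p = 0.0119, adjusted p = 0.626 with an estimated correlation). The SPL list was not called (adjusted p = 0.458). Counts were 3928 with edgeR, 4369 with DESeq2, 4622 with nuclear totals and 5459 without the 3 doubted libraries. Leaving out replicate 3 of MIM156 at 21 °C gave 5105, and the highest other of 10 splits gave 1.

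Tested directly, the warm response of MIM156 differed from that of Col-0 for 354 genes, 204 more positive and 150 more negative, with a median of 0.09 and 172 and 173 after scaling. Responses were smaller for IAA19 (−2.25 ± 0.43, padj = 0.00568), IAA29 (−2.11 ± 0.41, padj = 0.00741) and SAUR19 (−1.91 ± 0.42, padj = 0.019). The same direction was found for PME61 (−2.84 ± 0.41, padj = 0.000342) and the glucosinolate genes CYP79F2 (AT1G16400) (−3.00 ± 0.60, padj = 0.00959) and BCAT4 (AT3G19710) (−2.75 ± 0.59, padj = 0.0161). BHLH100 (AT2G41240), an iron deficiency regulator (−2.65 ± 0.56, padj = 0.0134), and the cold-induced KIN2 (AT5G15970) (−2.59 ± 0.62, padj = 0.0402) shared it. They were more positive for LHY (1.74 ± 0.29, padj = 0.000697) and its relative RVE2 (AT5G37260) (2.25 ± 0.33, padj = 0.000282). So they were for the cellulose synthase-like gene CSLB03 (AT2G32530) (1.95 ± 0.33, padj = 0.00102), the proline transporter ProT3 (AT2G36590) (1.71 ± 0.31, padj = 0.00162) and the chloroplast β-amylase CT-BMY (AT4G17090) (1.67 ± 0.22, padj = 4.26e-05). None of the 10 set calls held with an estimated correlation. The block gave 632. More genes were negative than positive with edgeR (170 and 123), DESeq2 (309 and 265), nuclear totals (251 and 138), the compared groups only (80 and 55) and without the 3 doubted libraries (95 and 55). Leaving out replicate 3 of Col-0 at 21 °C gave 222 genes, and replicates 2 and 3 of MIM156 570 and 209. At 27 °C, replicates 2 and 3 of Col-0 gave 188 and 217 and replicate 1 of MIM156 209, and the highest other of 100 regroupings within temperatures gave 270.

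The libraries labelled hyl1-2 were compared with Col-0 at 27 °C to ask what the loss of the miRNA cofactor HYL1 changed in the warm. Targets of several miRNAs rose. SPL3 averaged 11.8 CPM against 1.97 ± 0.424 (2.36 ± 0.28, padj = 2.16e-06), and SPL9 at 9.33 ± 1.23 against 3.18 ± 0.59 (1.49 ± 0.21, padj = 4.66e-05). SPL6 (1.16 ± 0.26, padj = 0.00934) and SPL10 (0.69 ± 0.16, padj = 0.0227) rose too, while SPL5 was not called (1.04 ± 0.33, padj = 0.104). NF-YA2 (AT3G05690) rose from 11.4 ± 0.934 to 47 ± 4.68 CPM (2.07 ± 0.15, padj = 2.31e-10), with NF-YA8 (AT1G17590) (1.82 ± 0.27, padj = 6.68e-05), both CCAAT-binding factors targeted by miR169. MYB65 (AT3G11440), a miR159 target (1.60 ± 0.25, padj = 0.000114), and AGO2 (AT1G31280), a miR403 target (1.16 ± 0.20, padj = 0.000788), rose as well. Further rises were those of DCL1 (AT1G01040), a miR162 target (0.73 ± 0.18, padj = 0.0241), ARF17 (AT1G77850), a miR160 target (0.82 ± 0.19, padj = 0.0155), and the tasiRNA precursor TAS1C (AT2G39675) (1.71 ± 0.29, padj = 4e-04). Reads assigned to HYL1 (AT1G09700) were higher in hyl1-2 (1.09 ± 0.19, padj = 0.00081), but this gene overlaps a more highly expressed neighbour, so that its count does not check the label. The meiotic gene HEI10 (AT1G53490) (4.27 ± 0.20, padj = 2.33e-15) and its overlapping neighbour MRD1 (AT1G53480) (4.97 ± 0.23, padj = 1.11e-15) also rose.

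Among the heat response genes lower in hyl1-2 at 27 °C, HSP17.6C (−2.16 ± 0.31, padj = 1.39e-05) and HSP23.6 (AT4G25200), a mitochondrial small heat shock protein (−1.67 ± 0.32, padj = 0.000566), fell. So did XTH22 (AT5G57560) (−1.64 ± 0.43, padj = 0.0232), XTH24 (AT4G30270) (−1.44 ± 0.23, padj = 7.47e-05) and the cold-induced RD29A (AT5G52310) (−1.87 ± 0.39, padj = 0.00283). VSP2 (−1.63 ± 0.31, padj = 0.000727), CYP79F1 (−3.04 ± 0.45, padj = 5.57e-05), the iron transporter IRT1 (AT4G19690) (−3.46 ± 0.90, padj = 0.0253) and QQS (−4.90 ± 0.29, padj = 1.5e-13) were lower too. QQS was equally low in pif457 (−5.26) and MIM156 (−5.1) at 27 °C. The auxin genes IAA19 (−0.77 ± 0.30, padj = 0.129), IAA29 (−0.15 ± 0.29, padj = 0.799) and SAUR19 (−0.10 ± 0.30, padj = 0.865) and PIF4 (0.60 ± 0.23, padj = 0.249) were not called.

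Of 957 genes called, 273 were higher and 684 lower, with the median gene at −0.07 and 360 and 580 after scaling. The SPL list (4 of 10 higher and 0 lower, 8 and 0 over the list alone; adjusted p = 5.63e-11) and targets of other miRNAs (16 of 55 higher and 2 lower, 25 and 9 over the list alone; adjusted p = 2.01e-13) were higher in both forms of the set test. The heat response (0 of 20 higher and 7 lower, 0 and 11 over the list alone; adjusted p = 1.16e-09) and expansins and xyloglucan endotransglucosylases (0 of 16 higher and 4 lower, 0 and 6 over the list alone; adjusted p = 0.001) were lower in both. Another 8 were called under the preset correlation only, among them photosynthesis and chlorophyll (adjusted p = 1.45e-06, adjusted p = 0.212 with an estimated correlation) and SAUR (adjusted p = 0.000903, adjusted p = 0.301 with an estimated correlation), both higher. Auxin receptors and ARFs were also higher (adjusted p = 5.67e-05, adjusted p = 0.0519 with an estimated correlation) and root hair genes lower (adjusted p = 0.0071, adjusted p = 0.524 with an estimated correlation). With replicate number as a block, correlations being 0.17 to 0.20, the miRNA pathway was called (adjusted p = 0.0417 against 0.05). Leaving out replicate 1 of Col-0 gave 578 genes, and the highest other of 10 splits gave 1.

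At 21 °C hyl1-2 again showed higher miRNA targets, with NF-YA2 (2.04 ± 0.15, padj = 4e-10), MYB65 (1.99 ± 0.25, padj = 5.33e-06) and AGO2 (1.67 ± 0.20, padj = 5.37e-06). The sulfate assimilation gene APS4 (AT5G43780), a miR395 target, rose (2.00 ± 0.22, padj = 1.58e-06), and so did SPL9 (1.35 ± 0.21, padj = 0.000182), SPL13A (0.86 ± 0.23, padj = 0.0206) and SPL3 (0.89 ± 0.28, padj = 0.044). YUC8 was higher as well (0.90 ± 0.23, padj = 0.0137). PIF4 (−0.90 ± 0.23, padj = 0.00358), PIF5 (−0.81 ± 0.18, padj = 0.0011), PIF7 (−0.84 ± 0.23, padj = 0.00608) and PRE1 (AT5G39860), a bHLH gene of elongation (−1.65 ± 0.27, padj = 7.69e-05), were lower. These libraries held 8.58 ± 4.02% of reads on chloroplast genes against 4.29 ± 1.51% in Col-0, and root genes other than hair genes had a median of 1.26.

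Of 4227 genes called, 1748 were higher and 2479 lower, with the median gene at −0.09 and 2503 and 2227 after scaling. None of the 7 set calls held with an estimated correlation. They included targets of other miRNAs (21 of 55 higher and 4 lower, 23 and 6 over the list alone; adjusted p = 1.59e-06, adjusted p = 0.408 with an estimated correlation), SPL (3 of 10 higher and 0 lower, 3 and 0 over the list alone; adjusted p = 0.00636, adjusted p = 0.224 with an estimated correlation) and water deficit genes (adjusted p = 0.000598, adjusted p = 0.408 with an estimated correlation), all higher. Shade genes (adjusted p = 0.0421, adjusted p = 0.437 with an estimated correlation), photosynthesis and chlorophyll (adjusted p = 0.00177, adjusted p = 0.515 with an estimated correlation) and the clock (adjusted p = 0.0195, adjusted p = 0.437 with an estimated correlation) were lower. A fit of the compared groups alone called 1895. Leaving out replicate 3 of hyl1-2 gave 2802, and the highest other of 10 splits gave 0.

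Warmth within hyl1-2 raised the auxin genes IAA29, from 0.56 ± 0.362 to 8.72 ± 1.36 CPM (2.88 ± 0.29, padj = 4.52e-09), IAA19 (2.32 ± 0.30, padj = 2.2e-07) and SAUR19 (2.18 ± 0.30, padj = 4.84e-07). It also raised YUC8 (0.92 ± 0.23, padj = 0.000222) and HSP70-4 (2.81 ± 0.20, padj = 7.31e-12). SPL3 (2.03 ± 0.28, padj = 5.38e-07) and SPL9 (0.61 ± 0.21, padj = 0.00167) rose and SPL11 fell (−0.92 ± 0.21, padj = 0.0164). Root hair genes fell, namely PRP3 (AT3G62680) (−3.61 ± 0.98, padj = 0.0111), LRX1 (AT1G12040) (−3.54 ± 0.81, padj = 0.0035), COBL9 (AT5G49270) (−3.21 ± 0.65, padj = 0.00146) and EXPA18 (AT1G62980) (−2.93 ± 0.84, padj = 0.0168), all wall proteins of growing hairs. The root hair score went from 2.83 ± 0.18 to 0.57 ± 0.36. Other root genes had a median of −0.94, with 4 of 13 lower. Beside them fell CHS (−2.32 ± 0.33, padj = 6.99e-05) and RBCS1B (−1.68 ± 0.15, padj = 1.01e-07). LHCB2.2 (1.35 ± 0.21, padj = 2.96e-06) and PRR7 (2.09 ± 0.30, padj = 3.24e-06) rose.

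Of 8840 genes called, 6936 were higher and 1904 lower, with the median gene at 0.28 and 3115 and 3713 after scaling. None of the 9 set calls held with an estimated correlation. Higher were SAUR (23 of 28 higher and 0 lower, 23 and 0 over the list alone; adjusted p = 4.55e-08, adjusted p = 0.112 with an estimated correlation) and Aux/IAA (16 of 25 higher and 1 lower, 16 and 1 over the list alone; adjusted p = 4.39e-05, adjusted p = 0.0626 with an estimated correlation). So were shade (adjusted p = 3.43e-06, adjusted p = 0.0626 with an estimated correlation), heat response genes (adjusted p = 0.000344, adjusted p = 0.186 with an estimated correlation) and 2 other lists. Lower were root hair (0 of 9 higher and 8 lower, 0 and 8 over the list alone; adjusted p = 2.11e-06, adjusted p = 0.281 with an estimated correlation), flavonoid (adjusted p = 7.13e-06, adjusted p = 0.112 with an estimated correlation) and hypoxia genes (adjusted p = 0.0279, adjusted p = 0.698 with an estimated correlation). The highest other of 10 splits gave 0.

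Tested directly, 940 genes differed in their warm response between hyl1-2 and Col-0, 343 more positive and 597 more negative, with a median of 0.02 and 573 and 900 after scaling. With the root hair score as a covariate, 155 were called, and root genes other than hair genes had a median of −1.42 in this test. Without the 3 doubted libraries the count was 2733, with DESeq2 1762 and with the block 2040. PIF4 (1.5 ± 0.32, padj = 0.00914), PIF5 (1.05 ± 0.26, padj = 0.0166), SPL3 (1.47 ± 0.40, padj = 0.0304) and HYL1 (1.79 ± 0.27, padj = 0.000606) responded more positively. MYBL2 (1.99 ± 0.33, padj = 0.00162), CIPK20 (1.65 ± 0.35, padj = 0.00845), the leaf blade gene WOX1 (AT3G18010) (1.83 ± 0.33, padj = 0.00229) and RPB5E (AT3G54490), a polymerase subunit gene (1.65 ± 0.47, padj = 0.0411), did so as well. XTH17 (−3.09 ± 0.81, padj = 0.0367), XTH18 (AT4G30280) (−3.95 ± 0.84, padj = 0.0127) and the membrane peptide gene RCI2B (AT3G05890) (−3.64 ± 0.83, padj = 0.0178) responded more negatively. MSRB7 (AT4G21830), a methionine sulfoxide reductase (−3.45 ± 0.98, padj = 0.0497), and the arabinogalactan protein gene AGP24 (AT5G40730) (−3.31 ± 0.90, padj = 0.0416) had the same direction. The expansins and xyloglucan endotransglucosylases were more negative in both forms of the set test (0 of 16 higher and 3 lower, 0 and 6 over the list alone; adjusted p = 0.00152), and 9 other set calls were lost with an estimated correlation. Leaving out replicates 1, 2 and 3 of Col-0 at 21 °C gave 592, 405 and 1971 genes, and replicate 3 of hyl1-2 536. At 27 °C, replicates 2 and 3 of Col-0 gave 568 and 450 and replicates 1 and 2 of hyl1-2 399 and 605, and the highest other of 100 regroupings within temperatures gave 5.

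The dcl1-24/hyl1-2 line was set against hyl1-2 at 27 °C to ask what the suppressor allele changed. SPL3 fell from a mean of 11.8 to 3.03 ± 0.296 CPM (−1.99 ± 0.28, padj = 0.000113) and SPL9 from 9.33 ± 1.23 to 5.1 ± 0.521 (−1.03 ± 0.21, padj = 0.0143). SPL5 (−0.68 ± 0.33, padj = 0.366), SPL6 (−0.59 ± 0.26, padj = 0.345) and SPL10 (−0.66 ± 0.16, padj = 0.0731) were not called. NF-YA2 (−1.48 ± 0.15, padj = 2.12e-06) and the miR408 target ARPN (AT2G02850) (−1.71 ± 0.28, padj = 0.000779) fell. MYBL2 (−2.06 ± 0.24, padj = 4.7e-06), ASN1 (AT3G47340), asparagine synthetase (−2.25 ± 0.34, padj = 0.000573), and LHCB1.3 (−0.98 ± 0.21, padj = 0.0179) also fell. The glucosinolate genes CYP79F1 (5.20 ± 0.45, padj = 1.05e-08), MAM1 (AT5G23010) (3.77 ± 0.42, padj = 1.17e-06) and CYP83A1 (AT4G13770) (3.67 ± 0.42, padj = 2.5e-06) rose. The iron uptake genes IRT1 (4.13 ± 0.90, padj = 0.00441) and BHLH100 (3.59 ± 0.39, padj = 1.93e-07) rose with them. So did VSP2 (1.83 ± 0.31, padj = 6.86e-05), the jasmonate repressor JAZ1 (AT1G19180) (1.43 ± 0.35, padj = 0.00294), RD29A (1.45 ± 0.39, padj = 0.00818) and HSP70-4 (0.71 ± 0.20, padj = 0.00285).

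Of 2538 genes called, 2205 were higher and 333 lower, with the median gene at 0.22 and 612 and 736 after scaling. Replicates with the same number correlated at 0.24 to 0.44, and with replicate number as a block the count was 3924 and the seed storage set test passed (adjusted p = 0.0469 against 0.0515). The SPL list was lower in both forms of the set test (0 of 10 higher and 2 lower, 0 and 3 over the list alone; adjusted p = 3.26e-05). Targets of other miRNAs (8 of 55 higher and 6 lower, 11 and 10 over the list alone; adjusted p = 1.48e-05, adjusted p = 0.414 with an estimated correlation) and photosynthesis and chlorophyll (adjusted p = 1.81e-10, adjusted p = 0.192 with an estimated correlation) were lower, and jasmonate (adjusted p = 0.00344, adjusted p = 0.192 with an estimated correlation) and root hair genes (adjusted p = 0.0206, adjusted p = 0.641 with an estimated correlation) higher, under the preset correlation only. Counts were 1421 with edgeR, 1379 with nuclear totals and 1245 with the root hair covariate. Leaving out replicate 1 of dcl1-24/hyl1-2 gave 757 genes, replicate 3 of that line 1632, and replicates 2 and 3 of hyl1-2 1048 and 1398. The highest other of 10 splits gave 0.

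Against Col-0 at 27 °C, dcl1-24/hyl1-2 was used to ask what remained changed in the suppressor line. SPL3 (0.36 ± 0.28, padj = 0.336), SPL9 (0.45 ± 0.21, padj = 0.13) and SPL6 (0.56 ± 0.26, padj = 0.149) were not called. NF-YA8 (1.12 ± 0.27, padj = 0.00614), NF-YA2 (0.58 ± 0.15, padj = 0.00614) and AGL16 (AT3G57230), a miR824 target (0.82 ± 0.21, padj = 0.00927), were higher. HEI10 (3.42 ± 0.20, padj = 2.72e-13), MRD1 (4.1 ± 0.23, padj = 8.31e-14) and CYP79F1 (2.15 ± 0.45, padj = 0.00419) were higher too, and so were BCAT4 (2.29 ± 0.41, padj = 0.000938), LOX2 (0.99 ± 0.17, padj = 7.88e-05) and FLC (0.77 ± 0.17, padj = 0.00197). Lower were QQS (−4.48 ± 0.29, padj = 9.79e-12), the copper protein gene BCB (AT5G20230) (−4.44 ± 0.33, padj = 6.52e-09) and THA1 (AT1G08630), threonine aldolase (−3.43 ± 0.37, padj = 1.33e-05). HSP17.6C (−1.91 ± 0.31, padj = 0.000938) and XTH24 (−1.60 ± 0.23, padj = 0.000346) were also lower. Of 451 genes called, 245 were higher and 206 lower, with the median gene at 0.16 and 126 and 314 after scaling. Replicates with the same number correlated at 0.10 to 0.19, and the block gave 818 genes, DESeq2 685 and the compared groups only 1261. None of the 10 set calls held with an estimated correlation, among them SPL (0 of 10 higher and 0 lower, 2 and 0 over the list alone; adjusted p = 0.0255, adjusted p = 0.173 with an estimated correlation) and targets of other miRNAs (adjusted p = 0.00376, adjusted p = 0.566 with an estimated correlation). Heat response was another (0 of 20 higher and 3 lower, 0 and 5 over the list alone; adjusted p = 1.26e-06, adjusted p = 0.0856 with an estimated correlation), while photosynthesis and chlorophyll (adjusted p = 0.0432, adjusted p = 0.755 with an estimated correlation) was lost with the block (adjusted p = 0.0588). Leaving out replicate 3 or 2 of Col-0 gave 176 or 299, and leaving out replicate 1 or 3 of dcl1-24/hyl1-2 gave 180 or 285. The highest other of 10 splits gave 0.

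At 21 °C the same line differed from Col-0 in 184 genes, 108 higher and 76 lower, with the median gene at 0.09 and 77 and 168 after scaling. A fit of the compared groups only left 13, and DESeq2 gave 391. MRD1 (4.17 ± 0.23, padj = 8.38e-14), HEI10 (3.07 ± 0.20, padj = 5.52e-12), CYP79F1 (2.46 ± 0.45, padj = 0.00256) and DCL1 (0.82 ± 0.18, padj = 0.00525) were higher. AGO2 (0.77 ± 0.20, padj = 0.0306) was higher too. QQS (−5.20 ± 0.29, padj = 1.86e-13), BCB (−2.97 ± 0.33, padj = 1.09e-05) and THA1 (−3.12 ± 0.37, padj = 6.42e-05) were lower. ASN1 (−2.36 ± 0.34, padj = 0.000863) and XTH24 (−1.64 ± 0.23, padj = 0.000262) fell as well. SPL3 (0.18 ± 0.28, padj = 0.75) and SPL9 (0.31 ± 0.21, padj = 0.431) were not called. The stomatal lineage list was higher in both forms of the set test (2 of 9 higher and 0 lower, 5 and 0 over the list alone; adjusted p = 1.49e-05), and 6 others, among them cell division (adjusted p = 7.05e-05, adjusted p = 0.113 with an estimated correlation), were lost with an estimated correlation. Replicates with the same number correlated at 0.43 to 0.55, and the block gave 359 genes. Another of the 10 splits gave 1280 genes, which points to a structure of the samples other than their genotype, and leaving out replicate 2 of Col-0 or replicate 1 of dcl1-24/hyl1-2 gave 85 or 101.

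Warmth within dcl1-24/hyl1-2 raised HSP70-4 from 17.8 ± 0.799 to 235 ± 29.7 CPM (3.36 ± 0.20, padj = 3.16e-13), XTH17 (3.31 ± 0.57, padj = 0.00012) and PME61 (3.22 ± 0.29, padj = 1.66e-09). IAA29 (2.38 ± 0.29, padj = 1.42e-07), IAA6 (AT1G52830) (2.26 ± 0.32, padj = 1.31e-06), SAUR19 (1.83 ± 0.30, padj = 6.16e-06) and IAA19 (1.77 ± 0.30, padj = 1.08e-05) rose. So did YUC8 (1.55 ± 0.23, padj = 1.16e-06), PIF4 (0.93 ± 0.23, padj = 0.00025) and VSP2 (2.25 ± 0.31, padj = 1.11e-06). SPL13A (0.96 ± 0.23, padj = 0.000187) and SPL9 (0.61 ± 0.21, padj = 0.00182) rose as well. The chaperone gene BIP3 (AT1G09080), of the endoplasmic reticulum (−3.46 ± 0.62, padj = 0.000667), FLS1 (−1.75 ± 0.35, padj = 0.00385), LHY (−1.43 ± 0.20, padj = 0.00025) and RBCS1A (AT1G67090) (−1.19 ± 0.11, padj = 1.31e-06) fell. Of 6661 genes called, 5945 were higher and 716 lower, with the median gene at 0.32 and 1412 and 1718 after scaling. Heat response (15 of 20 higher and 0 lower, 18 and 0 over the list alone; adjusted p = 6.42e-07), Aux/IAA (adjusted p = 6.02e-05) and expansins and xyloglucan endotransglucosylases (adjusted p = 0.00329) were higher in both forms of the set test. Photosynthesis and chlorophyll were lower in both (0 of 26 higher and 12 lower, 0 and 15 over the list alone; adjusted p = 5.53e-17). Another 8, among them SAUR (adjusted p = 0.000124, adjusted p = 0.191 with an estimated correlation) and shade genes (adjusted p = 0.00153, adjusted p = 0.119 with an estimated correlation), were lost with an estimated correlation. Counts were 3159 with edgeR, 3547 with DESeq2 and 4270 with nuclear totals. Leaving out replicate 1 at 27 °C gave 3888 and replicate 2 at 21 °C 4415, and the highest other of 10 splits gave 7.

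No gene was called with a different warm response in dcl1-24/hyl1-2 than in Col-0. The count of 0 came from limma, with 938 genes at unadjusted p under 0.05, and edgeR and DESeq2 also gave 0. For IAA19 the difference was −1.03 ± 0.43, padj = 1, for SPL3 0.20 ± 0.40, padj = 1 and for PIF4 −0.59 ± 0.32, padj = 1. At the study's threshold 44 genes were more positive and 33 more negative. At the main threshold, where the real count was 0, the highest of the regroupings gave 71.

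**Figure D3:**
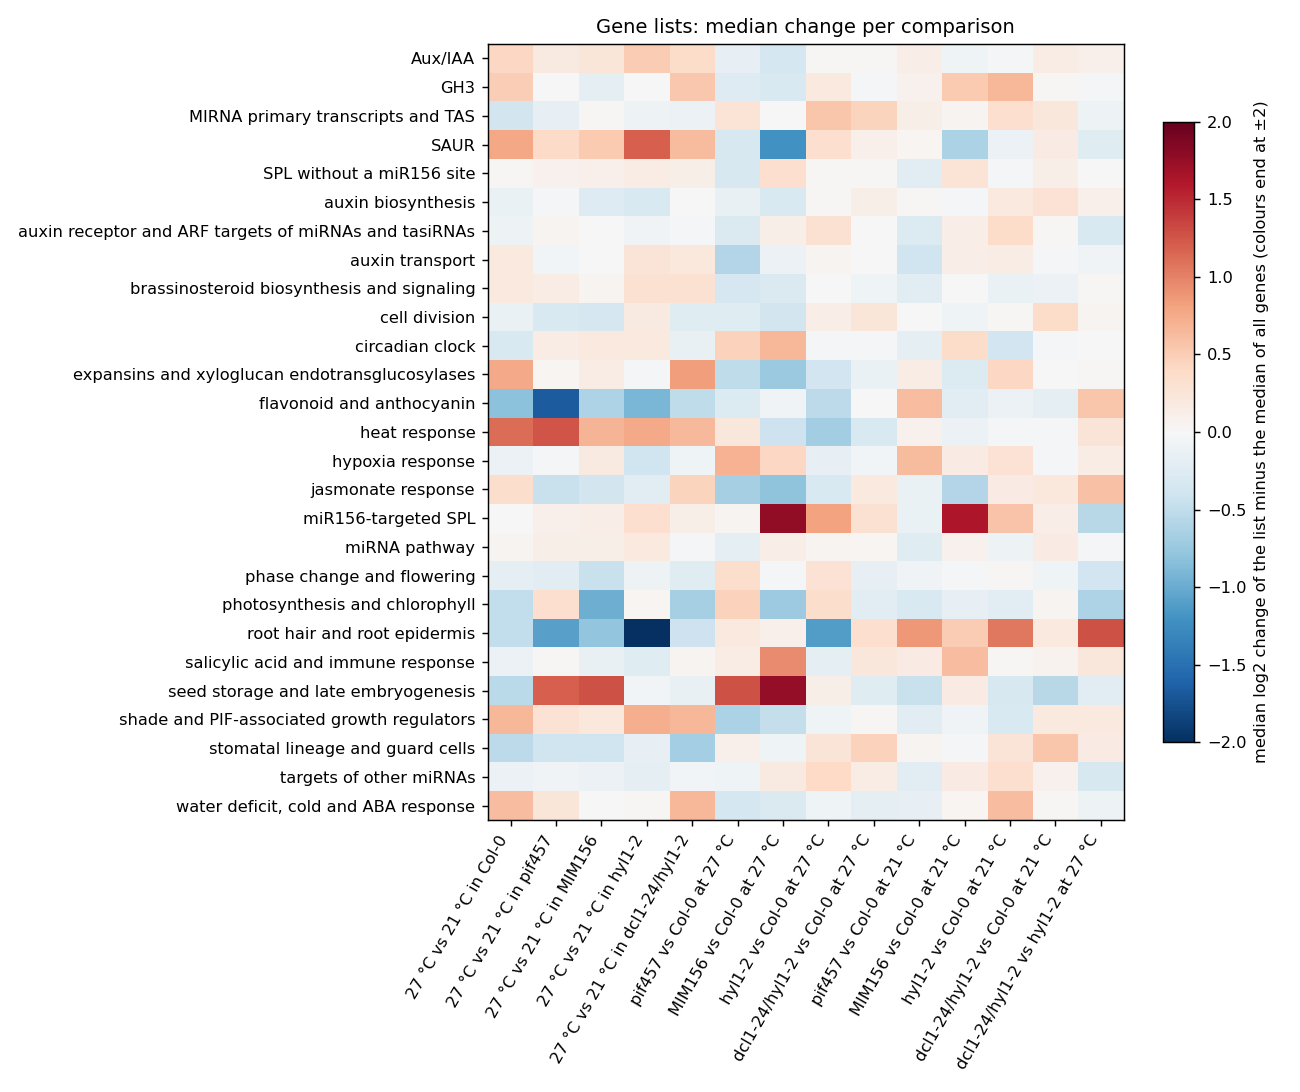
Median log2 change of each gene list, relative to the median gene, in 14 comparisons (n = 3 libraries per group), with colours ending at −2 and 2.

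The warm response of Col-0 was compared gene by gene with that of each other genotype. With pif457 it shared 2035 genes called the same way, 1355 higher and 680 lower, against 427 and 79.2 from chance. MIM156 shared 3852 genes, 3473 higher against 1867.9 and 379 lower against 35.7. In hyl1-2 the shared genes numbered 3606, 3145 higher against 1738.1 and 461 lower against 88.1. The dcl1-24/hyl1-2 line shared 4200, 3687 higher against 1489.8 and 513 lower against 33.1. After median-of-ratios scaling the majority turned, with 745 higher and 1113 lower in pif457, 696 and 1101 in MIM156, 829 and 1130 in hyl1-2 and 906 and 1276 in dcl1-24/hyl1-2.

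Genes called in hyl1-2 against Col-0 at 27 °C and the opposite way in dcl1-24/hyl1-2 against hyl1-2 were counted. There were 530, of which 104 were higher in hyl1-2 and 426 lower, against 4.2 and 69.2 from chance. Scaling gave 171 higher and 254 lower, against 12.2 and 16.3. SPL3, SPL9 and NF-YA2 were higher and CYP79F1, IRT1 and VSP2 lower, and all moved back. NF-YA2 did so in part and CYP79F1 past the Col-0 level. Sharing the hyl1-2 libraries by itself produces opposite changes. In 50 simulated sets with this sharing but without change, no gene was called in both. At unadjusted p under 0.05 the data gave 1901 and the sets a median of 206, at most 239. Such sets cannot size the effect among real changes. Leaving out replicate 2 of hyl1-2 gave 290 genes, and replicates 1 and 2 of Col-0 317 and 350.

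Of 68 tested SAUR, Aux/IAA, GH3 and auxin biosynthesis genes, 42 were called higher at 27 °C in Col-0. The response was called smaller in pif457 for 10, namely GH3.3 (AT2G23170), IAA17 (AT1G04250), IAA19, IAA29, IAA6, IAA7 (AT3G23050), SAUR19, SAUR22, SAUR68 (AT1G29490) and YUC8. In MIM156 it was smaller for 4 of these, GH3.3, IAA19, IAA29 and SAUR19. In hyl1-2 it was smaller for 2, IAA17 and YUC3 (AT1G04610). Another measure, not testing the difference, took genes called higher in Col-0 but not the other genotype. It gave 36 for pif457, 15 for MIM156, 15 for both, 8 for hyl1-2 and 5 for dcl1-24/hyl1-2. Scaling gave 31 higher in Col-0, 6 smaller responses in pif457 and 5 in MIM156, and 21 not higher in MIM156, 18 in both and 8 in dcl1-24/hyl1-2. Leaving out replicate 2 of Col-0 at 21 °C gave 2 smaller responses in MIM156. For hyl1-2 it gave 0, as did replicate 1 at 21 °C and 2 or 3 at 27 °C, and replicate 1 of Col-0 at 27 °C or any of hyl1-2 but replicate 3 at 27 °C gave 1. The last measure for hyl1-2 was 3 without replicate 2 of Col-0 at 21 °C or 1 at 27 °C, and 5 without 2 or 3 at 27 °C. For dcl1-24/hyl1-2 it was 3 and 2 without replicates 1 and 2 of Col-0 at 21 °C, and 1, 2 and 2 without each at 27 °C. Without replicates 2 and 3 of that line at 21 °C it was 10 and 9, and without 1 and 2 at 27 °C 11 and 9.

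**Figure D4:**
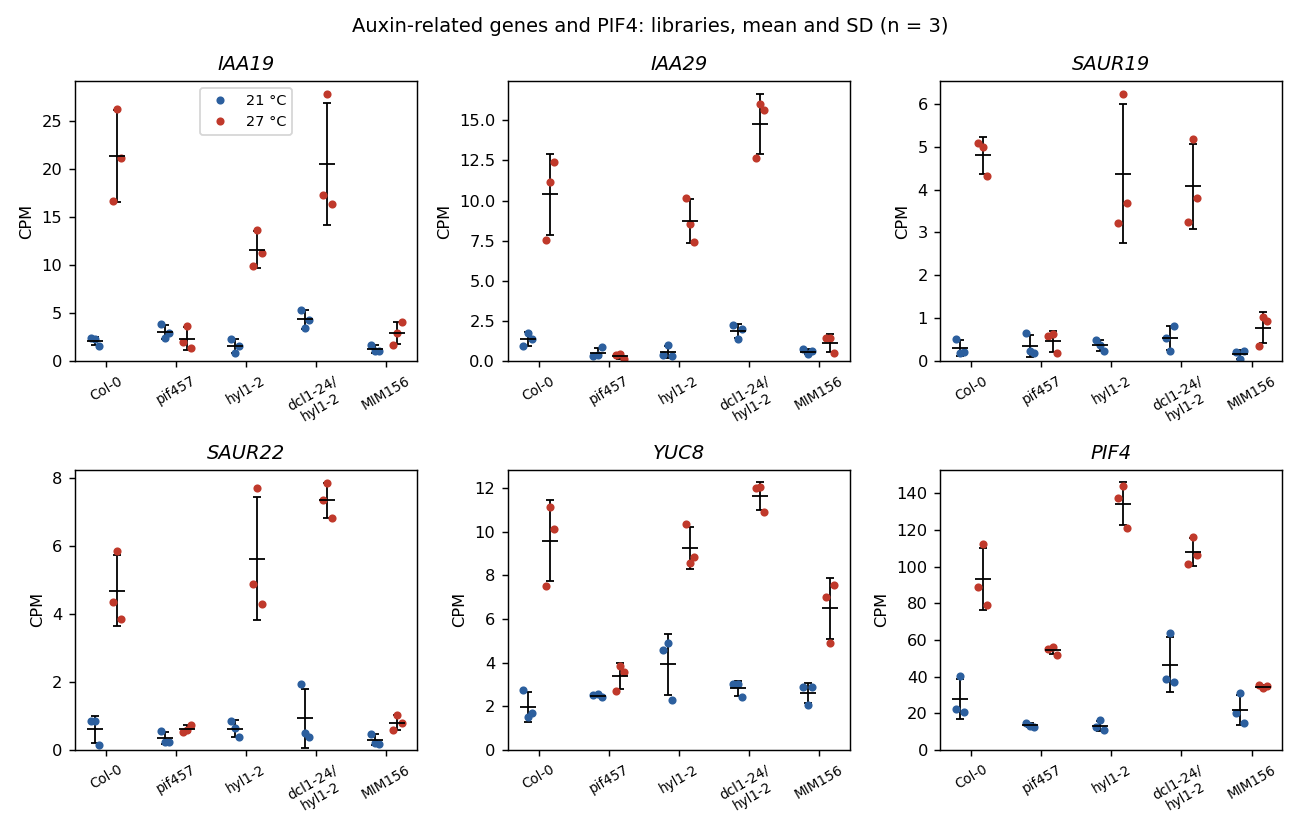
Levels of 4 auxin-responsive genes, YUC8 and PIF4 in each library, with the mean and standard deviation of each group (n = 3).

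**Figure D5:**
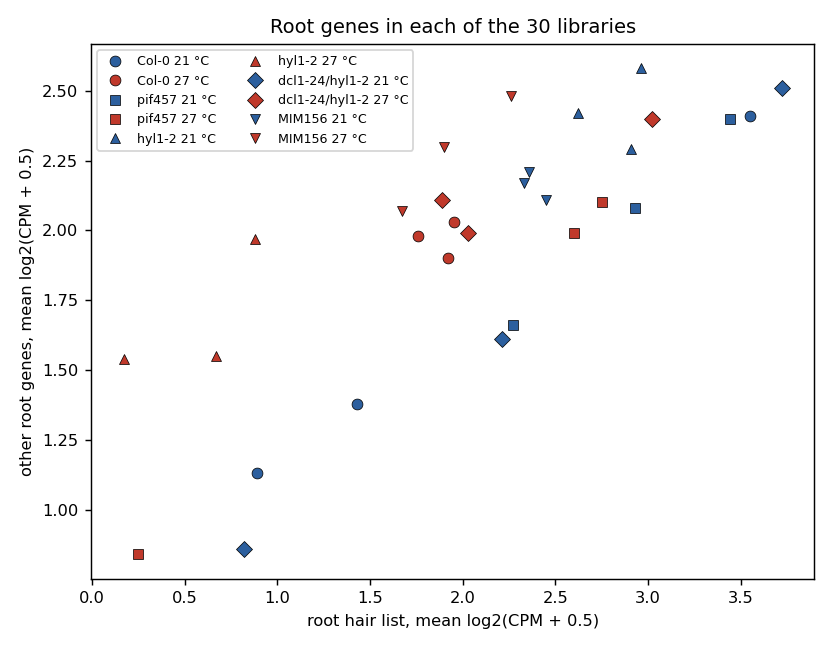
Root hair score against the score of other root genes in each library, by group.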

Values the study reported

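The study reported that 14 of 140 annotated miRNA targets were higher in hyl1-2 and restored in dcl1-24/hyl1-2 at 27 °C, and that these belonged to 8 miRNAs. It described increased transcripts in hyl1-2 of the miR156 targets SPL3, SPL5, SPL6 and SPL9. Of 317 auxin-responsive genes it found 31 induced by warmth in Col-0, and the induction of 18 of them depended on both PIFs and miR156.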

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

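The results below drew attention because the warm response of a genotype differed from that of Col-0 in a direct test of the difference (n = 3 libraries per group). Of the tests on the 3 patterns that follow them, those on loss of miRNA action, including QQS, on reads taken by the mimicry transcript and on lower miR398 action were chosen only after the result was seen, and so was the condition that neighbouring genes must not overlap.

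In pif457, 606 genes differed. Lists that differed were Aux/IAA (adjusted p = 3.91e-05), expansins and xyloglucan endotransglucosylases (adjusted p = 0.000122), photosynthesis and chlorophyll (adjusted p = 4.29e-25), jasmonate (adjusted p = 2.42e-06) and the clock (adjusted p = 1.82e-06). Genes that responded less were XTH17 (−3.46 ± 0.81), IAA19 (−3.19 ± 0.43), PME61 (−3.06 ± 0.41), WAG2 (−2.65 ± 0.53), IAA29 (−2.59 ± 0.41), SAUR19 (−2.32 ± 0.42) and YUC8 (−1.42 ± 0.33). SAUR22 (−1.60 ± 0.46) was called with the deposited totals only. Genes that responded more positively were CIPK20 (2.49 ± 0.35), MYBL2 (2.29 ± 0.33), DOG1 (2.09 ± 0.45), FRO6 (1.59 ± 0.27) and LHCB2.2 (1.55 ± 0.30).

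In MIM156, 354 genes differed. The response was more negative for CYP79F2 (−3.00 ± 0.60), PME61 (−2.84 ± 0.41), BCAT4 (−2.75 ± 0.59), BHLH100 (−2.65 ± 0.56), KIN2 (−2.59 ± 0.62), IAA19 (−2.25 ± 0.43), IAA29 (−2.11 ± 0.41) and SAUR19 (−1.91 ± 0.42). It was more positive for RVE2 (2.25 ± 0.33), CSLB03 (1.95 ± 0.33), LHY (1.74 ± 0.29), ProT3 (1.71 ± 0.31) and CT-BMY (1.67 ± 0.22).

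In hyl1-2, 940 genes differed, against 155 with the root hair score as a covariate, and so did the expansins and xyloglucan endotransglucosylases (adjusted p = 0.00152). The response was more negative for XTH18 (−3.95 ± 0.84), RCI2B (−3.64 ± 0.83), MSRB7 (−3.45 ± 0.98), AGP24 (−3.31 ± 0.90) and XTH17 (−3.09 ± 0.81). It was more positive for MYBL2 (1.99 ± 0.33), WOX1 (1.83 ± 0.33), HYL1 (1.79 ± 0.27), CIPK20 (1.65 ± 0.35), RPB5E (1.65 ± 0.47), PIF4 (1.5 ± 0.32), SPL3 (1.47 ± 0.40) and PIF5 (1.05 ± 0.26).

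For the first pattern, HEI10 and MRD1 were higher and QQS lower than in Col-0 at both temperatures in hyl1-2, its suppressor line and MIM156. In all, 7 genes at 4 loci stood at least 2-fold apart the same way in these 3 lines at both temperatures, 4 of them in pif457 too. Under a heritable difference between the Col-0 line and the others, such genes might lie next to each other, but 0 had a non-overlapping neighbour of the set within 2 genes, as in the median of 10000 random sets, which leaves this undecided, the count before overlapping genes were joined having been 5. As the shared cause of lower QQS, loss of miRNA action was argued against by QQS in pif457, which has no miRNA lesion, at −5.26 and −5.47. It stayed open for HEI10 and MRD1, since their lowest change in the suppressor line was 3.07, but the genes had been chosen for lying apart there, HEI10 was lower there than in hyl1-2 at 27 °C (−0.84, padj = 0.0436), and in pif457 the values were 0.16 and −0.25.

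For the second pattern, root hair genes were lower at 27 °C than at 21 °C in hyl1-2. Root genes other than hair genes had a median of −0.94 in the same comparison, with 4 of 13 lower. A smaller share of root tissue in these libraries and a change of root hairs with the root share kept could each give such values, and the test left both undecided.

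For the third pattern, CSD2 was higher in MIM156. Reads taken by the mimicry transcript lower all other genes alike. CSD2 relative to the median gene, at 1.31 and 1.61 ± 0.19 (27 and 21 °C), argues against this cause. A lower copper deficiency response may contribute (higher median of its 4 genes −0.47), and so may lower miR398 action (lowest change of CSD1 and CCS 0.31). Both stayed undecided.

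Counting the real one, 1 of 10 groupings reached the real count in each direct comparison, but 2 in dcl1-24/hyl1-2 against Col-0 at 21 °C. A total of 10 is too few for a share under 0.05. For the interactions the share was 1 of 100 in pif457, MIM156 and hyl1-2 and 100 of 100 in dcl1-24/hyl1-2, where the real count was 0.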

How the results depend on the processing

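Counts depended on scaling and on single libraries more than the named genes did, and the cause was not tested. The 3 settings chosen after seeing the data were nuclear totals, the 3 doubted libraries left out and the root hair covariate. At 18.4 to 27.1 M reads, 1 read was 0.0369 to 0.0543 CPM, and smaller steps could not be seen.

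With median-of-ratios scaling, warmth called 3968 genes in Col-0, 3990 in MIM156 and 3130 in dcl1-24/hyl1-2, dcl1-24/hyl1-2 against hyl1-2 1348, and the interactions 297 in pif457 and 1473 in hyl1-2. Overlaps with the Col-0 response were then 1797 in MIM156, 1959 in hyl1-2 and 2182 in dcl1-24/hyl1-2. Auxin genes with a smaller response in pif457 numbered 6 and those not higher in dcl1-24/hyl1-2 8. With edgeR the warm counts were 3949 in Col-0, 3928 in MIM156 and 3159 in dcl1-24/hyl1-2, the suppressor count 1421 and the pif457 interaction 256. With DESeq2 they were 4369 for warmth in MIM156 and 3547 in dcl1-24/hyl1-2. That test gave 685 and 391 for dcl1-24/hyl1-2 against Col-0 at 27 and 21 °C, and interactions of 574 in MIM156 and 1762 in hyl1-2, the last with 423 genes lacking an adjusted p.

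With nuclear totals, warmth called 4622 genes in MIM156 and 4270 in dcl1-24/hyl1-2, the suppressor comparison 1379 and the pif457 interaction 310. Without the 3 doubted libraries the counts were 5459 for warmth in MIM156, 3968 for pif457 against Col-0 at 21 °C, and interactions of 1819 in pif457, 150 in MIM156 and 2733 in hyl1-2. A fit of the compared groups only gave 5694 for pif457 and 1261 for dcl1-24/hyl1-2 against Col-0 at 27 °C. At 21 °C it gave 486 for pif457, 2756 for MIM156, 1895 for hyl1-2 and 13 for dcl1-24/hyl1-2, and 135 for the MIM156 interaction. The root hair covariate gave 1245 for the suppressor comparison and 155 for the hyl1-2 interaction. With a pseudocount of 2, the dcl1-24/hyl1-2 interaction had 1 gene and 7 auxin genes responded less in MIM156. At the study's threshold the overlaps were 357 in pif457, 508 in MIM156, 505 in hyl1-2 and 732 in dcl1-24/hyl1-2, and 241 for the suppressor. There, 25 auxin genes were higher in Col-0, 17 of them not in pif457 or MIM156, 7 responding less in MIM156 and 1 in hyl1-2.

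With replicate number as a block, the counts were 818 for dcl1-24/hyl1-2 against Col-0 at 27 °C and 359 at 21 °C, 2970 for pif457 against Col-0 at 21 °C, and 3924 for the suppressor comparison. Blocked interactions were 1115 in pif457, 632 in MIM156 and 2040 in hyl1-2, and the blocked suppressor overlap was 819. The block added these set calls: auxin transport for warmth in Col-0 (adjusted p = 0.0317), water deficit (0.0358) and root hair (0.041) in pif457, and SAUR (0.0345), expansins (0.0412), jasmonate (0.0477) and stomatal lineage (0.0477) in MIM156. It also added water deficit for warmth in dcl1-24/hyl1-2 (0.043), the miRNA pathway in hyl1-2 at 27 °C (0.0417), hypoxia (0.0396) and root hair (0.0355) in hyl1-2 at 21 °C, seed storage for the suppressor (0.0469) and GH3 for the pif457 interaction (0.0425). Blocking ended photosynthesis for dcl1-24/hyl1-2 in the warm (adjusted p = 0.0588) and salicylic acid in MIM156 at 21 °C (0.0589), and it changed no other set call. Of 157 set calls, 30 held with an estimated correlation.

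Leaving out 1 library gave these lowest and highest counts. Warmth called 2231 to 2866 genes in pif457, 5105 to 8104 in MIM156 and 3888 to 6351 in dcl1-24/hyl1-2. Against Col-0 at 27 °C there were 2360 to 3522 in pif457, 578 to 713 in hyl1-2 and 176 to 320 in dcl1-24/hyl1-2, and at 21 °C 645 to 3043, 2802 to 4323 and 85 to 197. The suppressor comparison gave 757 to 2368, and the interactions 240 to 1294 in pif457, 188 to 570 in MIM156 and 399 to 1971 in hyl1-2. The suppressor overlap was 290 to 437. Auxin genes responding less numbered 2 to 5 in MIM156, 2 to 5 in both pif457 and MIM156 and 0 to 3 in hyl1-2, and those not higher 3 to 11 in hyl1-2 and 1 to 11 in dcl1-24/hyl1-2.

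The sign reversed for warmth in MIM156 for TIR1 (−0.09 with median-of-ratios scaling, −0.10 with edgeR and −0.10 with DESeq2), ARF8 (−0.08 with each) and LAX1 (0 with edgeR). It also reversed for EXPA18 in hyl1-2 with the root hair covariate (0.07, adjusted p = 0.868). In the warm, the photosynthesis set of the suppressor line against Col-0 reversed without replicate 1 of dcl1-24/hyl1-2 (adjusted p = 0.94) and kept its sign without replicate 1 of Col-0 (adjusted p = 0.00138). Of the other gene values, 1364 stayed the same and 183 were weaker with median-of-ratios scaling, 1330 and 212 with edgeR, and 9491 and 1243 with 1 library left out.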

Other observations

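In MIM156, the copper chaperone gene CCS (AT1G12520) was higher at 27 °C (0.89 ± 0.15, padj = 7.93e-06), while the iron superoxide dismutase FSD1 (AT4G25100) stood at −0.58 ± 0.14 and the copper transporter COPT2 (AT3G46900) at −1.84 ± 0.36, each n = 3 libraries per group. The copper deficiency genes FRO4 (AT5G23980) (−0.35 ± 0.49) and ZIP2 (AT5G59520) (−0.22 ± 0.50) were not called. In hyl1-2, CSD2 was higher at both temperatures, by 1.19 ± 0.19 at 27 °C and 1 ± 0.19 at 21 °C. FLC was higher than in Col-0 in every line at 27 °C, from 0.77 ± 0.17 in pif457 through 0.77 ± 0.17 in dcl1-24/hyl1-2 and 0.95 ± 0.17 in hyl1-2 to 1.51 ± 0.17 in MIM156.

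The unnamed gene AT3G01345 had 242.5 ± 8.46 CPM in Col-0 at 27 °C and was nearly absent from all 4 other genotypes, with a change of −7.97 in hyl1-2 and −7.95 in MIM156 at 27 °C. The overlapping genes AT2G05914 and AT2G05915 were lower in all 4 as well, at −2.39 and −2.08 in pif457 at 27 °C.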
